A study of Mus musculus with 16 samples. Its data were reported in "A weekly alternating diet between caloric restriction and medium fat protects the liver from fatty liver development in middle-aged C57BL/6J mice" (2015).

How the data were processed

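RNA was measured in whole liver from 16 male C57BL/6J mice, 1 Affymetrix Mouse Gene 1.1 ST array per mouse. The mice had been on 1 of 4 diets from 9 weeks until 12 months of age. These were a control diet (C), 30% calorie restriction (CR), a medium-fat diet with 25% of its energy as fat (MF), and an intermittent diet (INT) that alternated weekly between ad libitum MF and 40% calorie restriction. INT mice were killed in an MF week. At 6 h before death each mouse received by gavage either carboxymethyl cellulose (mock) or Wy-14,643 (Wy) at 160 mg/kg, an agonist of the nuclear receptor PPARα. The paper states that all mice were fasted before the gavage and again until death. By its account CR mice were fed in daily portions, and C and MF mice ad libitum. Within each diet, mock and Wy mice were paired by body weight class, as the labels give no weights, with 1 pair of high and 1 pair of low body weight. A check of this pairing gave correlations across genes of 0.531 in C and 0.564 in MF, but 0.0839 in INT and -0.169 in CR. This gives 8 pairs and 8 groups (diet by treatment) of 2 mice. The array codes in the labels point to 14 arrays on 1 plate and 2 on another, and those 2 were the INT mock and INT Wy mice of high body weight.

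The deposited values are log2 intensities made by the authors with robust multi-array averaging (RMA), which corrects background, equalises the arrays' distributions and summarises probes per transcript cluster. The software version behind RMA is not given in the sources used here. The values ran from 1.84 to 13.7, array medians over all 35556 transcript clusters from 5.53 to 5.59, and correlations between arrays from 0.968 to 0.995. The number of arrays limits the precision.

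Of the transcript clusters, 21218 matched exactly 1 gene in the platform annotation, 1881 matched several genes and 12457 were not in it. Clusters with 1 gene were kept, and for the 1386 genes with more than 1 cluster the one with the highest mean was used, which left 18820 genes. A gene was tested if its intensity exceeded 20 (log2 4.32) on at least 5 arrays, the filter of the study's methods. This kept 14275 genes and left out 4545.

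Genes were compared with limma 3.58.1 in R 4.3.3 (empirical Bayes moderation), and p-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called at an adjusted p under 0.05. The Wy effect was fitted with the matched pair as a block (7 residual degrees of freedom). Diets were compared with treatment and body weight class as terms (10 degrees of freedom), and body weight across all diets with diet and treatment as terms (10). The body weight effect in C and MF, that in CR and INT, and their difference came from a model of diet by body weight class with treatment as a term (7). Whether the Wy effect differed by diet (4) or by body weight class (6) was tested as an interaction with the pair as a block. A standard error (SE) beside a log2 change is that of the fitted model.

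Before the data were examined, 36 gene lists with 593 entries were fixed. They cover metabolic pathways, stress and immune responses, liver cell types and neighbouring tissues, and include 3 panels of 4 genes that the study plotted. Of their 558 genes, 461 were tested. Each list was tested in each comparison with camera of limma at an inter-gene correlation of 0.01 and with a correlation estimated per list, adjusted over the lists of the comparison. The rotation test fry of limma was added after the data were seen. Camera compares a list with the other genes, and fry asks whether the members of the list move one way. Members of a list were counted over all genes tested and adjusted over the list alone.

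The rule for naming genes was fixed beforehand too. In each comparison but CR minus MF and body weight over all diets and in CR and INT, it takes the 6 highest rises and 6 deepest falls among called genes that changed in the same direction in every matched comparison, or the 3 smallest p in each direction where none was called. It adds the 12 panel genes for diet and body weight, up to 4 members with the smallest p of any list described, Ppara, and the 5 genes with the smallest p of an interaction. The text departs from this for Plin3 and Clock with Wy, which have a larger p than Plin2 and Per2, which are not named. Plin3 and Clock have the smallest p among called members of their lists that changed in the opposite direction. Predicted gene models and olfactory or vomeronasal receptors were skipped. For the PPARα targets, the mean Wy minus mock difference per pair over 48 genes was compared between 4 high and 4 low body weight pairs by an exact two-sided permutation test. Exchange within diet was added after the data were seen. Distances between mock arrays are root-mean-square log2 differences over the tested genes. Comparisons of INT with C and MF mice of high or of low body weight were added after the data were seen.

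The procedure was tested on simulated data drawn with each gene's fitted spread and no correlation between genes, with 200 changed genes per run. At a change of 1 log2 it recovered 100% of the genes for the Wy effect, 95.5% for a diet, 98.5% for body weight in C and MF, 95.5% for the difference of the body weight effects and 64.2% for the Wy effect in CR minus that in C. At 0.5 log2 these shares were 98.5%, 77.6%, 83.6%, 46.3% and 0%. The alternatives tried were no filter and an intensity filter of 100, centring of each array on its median, cyclic loess, a variance model with trend and robust weights (statmod 1.5.0), array weights, plate as a term or without the second plate, 1 treatment arm, other blocks, all clusters, the mean over the clusters of a gene, and leaving out each array in turn. Clusters with several genes or no listed gene were kept out of the named results because no single gene could be assigned to them, and 4 clusters of adult haemoglobin genes served only to test for blood.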

Results

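Liver RNA was profiled in 16 mice, with 2 in each combination of diet and treatment, 1 of high and 1 of low body weight. Each diet had 4 mice, each treatment 8 and each body weight class 8. Array medians over the tested genes lay between 7.07 and 7.21 log2, and the nearest pair of arrays differed by a root-mean-square of 0.202 log2, so no array was a copy of another. Arrays are named here by body weight class, diet and treatment (high C mock). Only 1 mouse stands behind each array, and errors are standard errors of the fitted model unless stated otherwise.

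The first comparison asks which liver genes differ 6 h after gavage of the PPARα agonist Wy. All mice, mock included, were fasted, and whether a change depends on PPARα was not tested. The highest rises named by rule in Wy livers included a kinase that holds back glucose oxidation and acyl-CoA thioesterases. Pdk4, a kinase that inhibits pyruvate dehydrogenase, was 16-fold higher (log2 change 4.00 ± 0.28, SE, n = 8 pairs). The acyl-CoA thioesterases Acot5 and Acot1 rose 10.1-fold (3.34 ± 0.18) and 8.43-fold (3.08 ± 0.15), and Cidec, a lipid droplet fusion protein, 6.66-fold (2.74 ± 0.38). Gadd45b (2.98 ± 0.28) and the cell cycle inhibitor Cdkn1a (2.66 ± 0.47) rose as well. The deepest falls were in Ppp1r3c, a glycogen-targeting subunit of protein phosphatase 1 (-2.90 ± 0.20), Cyp7a1, the rate-limiting enzyme of bile acid synthesis (-2.80 ± 0.38), Map2k6 (-2.01 ± 0.20), and Lgr5, a Wnt pathway receptor of hepatocytes near the central vein (4.01-fold lower, SE 0.14 log2). Spata2l (-1.61 ± 0.08) and Klf12 (-1.61 ± 0.08) followed. These 12 genes went the same way in 8 of 8 pairs, as the naming rule requires, with adjusted p from limma between 4.71e-07 and 0.00153. The receptor's own gene, Ppara, did not pass the test (0.09 ± 0.07, adjusted p = 0.394). Of 14275 genes, 1755 rose and 2283 fell, 28.3% in all, and 116 rose and 46 fell at least 2-fold. Among the called genes 43.5% were higher, and 53.9% (2190 of 4066) after each array was centred on its median. Within the first plate 3663 genes were called, 1655 of them higher.

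Among the lists, PPARα targets rose together in Wy livers. In the list of PPARα-driven fatty acid oxidation 18 of 23 measured genes rose, 20 when adjusted over the list alone, among them the peroxisomal enzymes Ehhadh (1.46 ± 0.10) and Acaa1b (1.20 ± 0.08) and the carnitine acetyltransferase Crat (1.16). Other PPARα targets rose in 21 of 25 (21 adjusted over the list alone), with Acot4 at 1.28. The camera test of limma gave adjusted p = 1.19e-14 and 5.13e-14 for these lists, and adjusted p = 0.236 and 0.142 with an estimated correlation. Lipid droplet genes rose in 14 of 19 and fell in 2 (14 and 2 adjusted over the list alone), with Hilpda, an inhibitor of lipolysis, at 2.40 ± 0.15, Plin5 at 1.47, the lipase Pnpla2 at 0.95, and Plin3 down at -0.42 (camera adjusted p = 4.97e-07; adjusted p = 0.142 with an estimated correlation). Of 18 bile acid genes 8 fell and 2 rose (9 and 2 adjusted over the list alone), among the falls the transporter Slco1b2 (-0.49) and the conjugating enzyme Baat (-0.47). Of 19 genes of gluconeogenesis and amino acid breakdown 11 fell and 1 rose (13 and 2 adjusted over the list alone), with the histidine ammonia-lyase Hal at -1.31, the coactivator Ppargc1a at -0.99 and Pck1 at -0.44. For these lists camera gave adjusted p = 0.00414 and 0.000361, and adjusted p = 0.384 and 0.448 with an estimated correlation.

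Smaller groups moved in Wy livers too. Heat shock genes rose in 4 of 13 (5 adjusted over the list alone), with the co-chaperone Bag3 at 0.52 and Hsp90aa1 at 0.55. Of 15 circadian clock genes 6 fell and 1 rose (7 and 1 adjusted over the list alone), with Per3 at -0.59, Tef at -0.53 and Clock up at 0.37. Markers of hepatocytes near the central vein fell in 5 of 11 (6 down and 1 up adjusted over the list alone), and markers of hepatocytes near the portal vein in 6 of 9 (6 adjusted over the list alone), for instance Slc1a2 (-0.58) and Etnppl (-1.24). Camera gave adjusted p = 0.00123, 0.0466, 0.0351 and 0.00996 in that order, and adjusted p = 0.634, 0.236, 0.37 and 0.318 with an estimated correlation. All 4 genes of the study's lipid droplet panel, Cidea, Cidec, Mogat1 and Fgf21, rose (4 adjusted over the list alone; camera adjusted p = 0.00178, adjusted p = 0.209 with an estimated correlation). The study measured these genes in mice of this experiment, so the panel is not independent evidence. Cidea lay under the filter on 3 of 8 mock and 2 of 8 Wy arrays, and it lost its call without the pair as a block. Fry called these 10 lists and 1 more, the CAR and PXR targets, with 2 genes up and 4 down (fry adjusted p = 0.0199, camera adjusted p = 0.154).

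**Figure D1:**
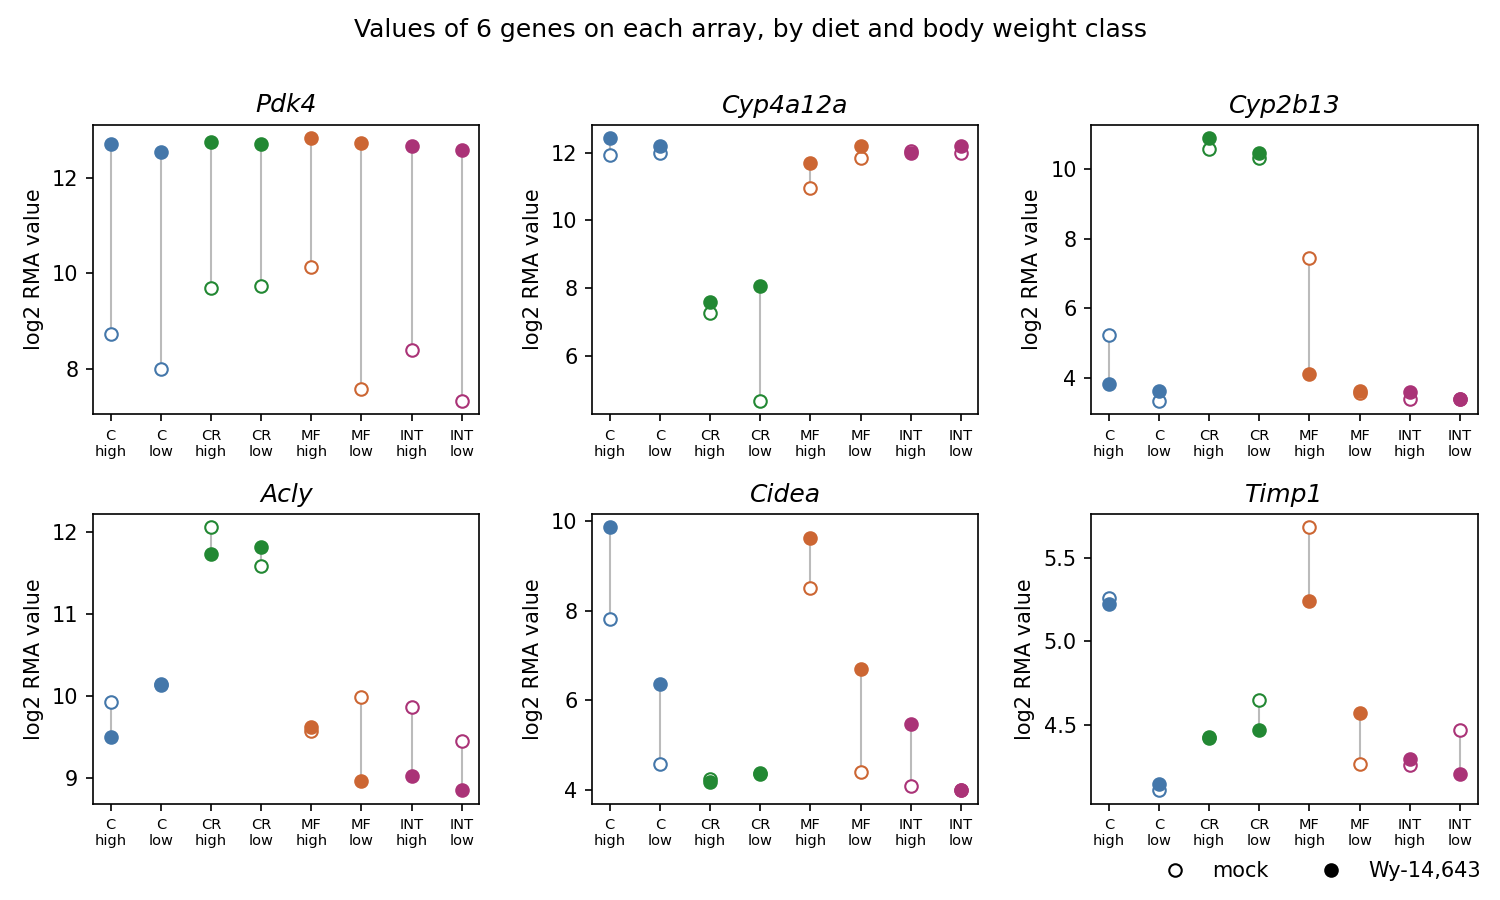
Log2 RMA intensity of 6 genes on the 16 arrays, by diet and body weight class, with open points for mock and filled points for Wy livers. Pdk4 was 4.00 log2 higher with Wy, Cyp2b13 was 6.58 higher (3 of 4 C arrays under the filter of log2 4.32) and Cyp4a12a 5.24 lower in CR than in C livers, and Cidea was 3.44 higher in high than in low body weight livers of C and MF.

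Whether the response to Wy depends on diet or body weight was tested next. The mean response of the PPARα target genes was smaller in high than in low body weight pairs, by a test that leaves diet out of account. Over the 48 genes of both PPARα lists, the mean Wy minus mock difference was 0.72 ± 0.11 log2 (SD, n = 4 pairs) at high and 0.97 ± 0.13 (SD, n = 4 pairs) at low body weight, and the response was smaller at high body weight in each of the 4 diets. The difference of -0.24 gave p = 0.0286 in the exact two-sided permutation test over 70 arrangements, the smallest p of free exchange among 8 pairs. With high and low exchanged only within each diet, a test chosen after the data were seen, the p was 0.125 over 16 arrangements, also the smallest possible. With the arrays centred on their median the exact p was 0.0857, and without the INT pairs, which are on 2 plates, the difference was -0.24 with an exact p of 0.1, the smallest for 6 pairs. Without 1 pair the exact p was 0.0571 for high C (-0.28), high CR (-0.27), high MF (-0.23), high INT (-0.20), low CR (-0.22) and low MF (-0.19). Single genes did not pass. limma called 0 genes for the difference between the body weight classes (673 at an unadjusted p under 0.05), and the smallest p belonged to Cfap54 (-1.13), Osbpl3 (-1.11), Atp6v0d2 (-0.76), Setd4 (0.63) and Cbfa2t3 (-0.59), each with adjusted p = 0.72.

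By diet, limma's F test over the 3 interaction terms called 0 genes (669 at an unadjusted p under 0.05, smallest adjusted p = 0.113). Without 1 array it called 2 (high CR mock or Wy) and 1 (high MF mock or Wy, or any INT array). The Wy effect in CR minus that in C passed for Slc1a4, a transporter of neutral amino acids (-2.12 ± 0.17, adjusted p = 0.0206). Slc1a4 was higher with Wy by 1.50 and 1.38 log2 in the C pairs and lower by -0.54 and -0.82 in the CR pairs. Slc1a4 did not pass in a fit without the pair as a block. Its call was lost without either array of the high C pair (-2.06), the low C pair (-2.18), the low CR pair (-1.98), or the high or the low INT pair (-2.12 each). Cyp26a1, which breaks down retinoic acid, differed by 3.01 without passing (adjusted p = 0.783). Its Wy minus mock values were 2.80 and 1.35 in the CR pairs and between -1.38 and -0.46 in the other 6. The MF and INT terms gave 0 genes in limma (363 and 629 at an unadjusted p under 0.05), and the INT term 1 gene without either array of the high INT or low C pair.

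**Figure D2:**
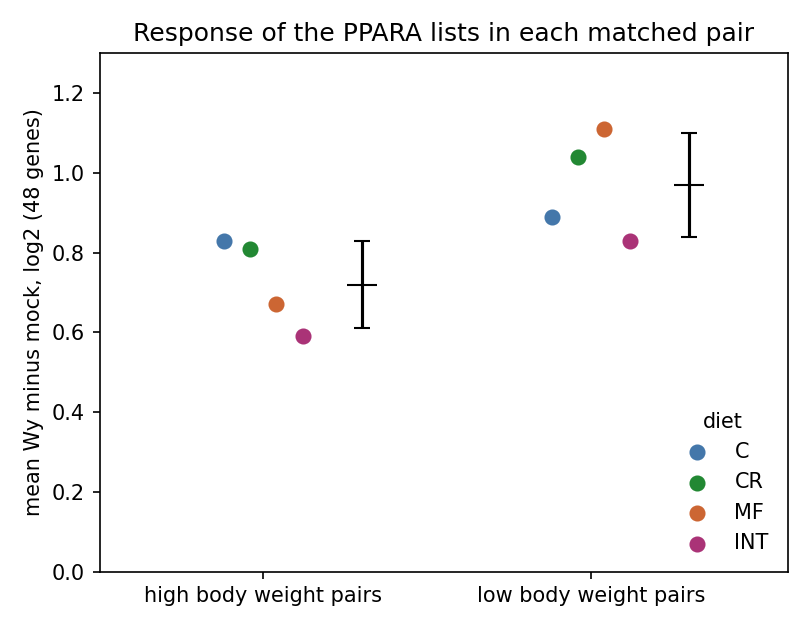
Mean Wy minus mock log2 difference over 48 PPARα target genes in each of the 8 pairs, by body weight class, with bars for the mean ± SD of 4 pairs. The means were 0.72 at high and 0.97 at low body weight.

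The diet comparison of CR with C asks how livers differ at 12 months after lifelong calorie restriction. CR mice were fed daily portions and C mice ad libitum, so meal timing cannot be separated from restriction here. Of the 12 genes named by rule for their rises and falls, 6 belong to the fixed lists of female- and male-biased liver genes (Cyp2b13, Cyp2b9, Cyp4a12a, Cyp4a12b, Hsd3b5 and Slco1a1). Cyp2b13, a cytochrome P450 enriched in female liver, was at least 65.1-fold higher in CR (6.58 ± 0.56, n = 4 mice per diet; 3 of 4 C arrays lay under the filter of log2 4.32, and values under it were raised to it for this fold), and the organic anion transporters Slc22a26 (4.17 ± 0.54) and Slc22a27 (3.01 ± 0.34) rose too. Sytl5 (2.89 ± 0.27) and the glycogen-targeting Ppp1r3g (2.68 ± 0.34) also rose. Cyp4a12a and Cyp4a12b, fatty acid hydroxylases enriched in male liver, fell 37.9-fold (-5.24 ± 0.47) and 36.8-fold (SE 0.50 log2), and Slco1a1 (-4.03 ± 0.88) and Rarres1 (-3.59 ± 0.27) fell too. Hsd3b5, a male-enriched steroid dehydrogenase (-4.07 ± 1.05; at least 12.3-fold, with 3 of 4 CR arrays under the filter), Serpina4-ps1 (-3.64 ± 0.89) and Cyp2b9 (2.16 ± 0.58) passed as well. Each of these 12 went the same way in 4 of 4 matched comparisons, as the naming rule requires, with adjusted p from limma between 1.37e-05 and 0.0312. Of 14275 genes 648 rose and 853 fell, 68 and 82 of them at least 2-fold. The share higher among the called genes was 43.2%, and 57.1% (855 of 1498) after centring of each array on its median. Within the first plate 1537 genes were called.

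Some of these CR calls rest on single arrays. Without 1 array the count was 884 (high C mock), 914 (high CR Wy), 930 (low C Wy), 947 (high C Wy) and 980 (low C mock). Hsd3b5 lost its call without high C Wy (-4.21), low C mock (-3.77), low C Wy (-3.84), low CR mock (-3.18) or low CR Wy (-3.86). Cyp2b9 lost it without high C mock (2.33), low C mock (1.96), low C Wy (1.91), low CR mock (1.77) or low CR Wy (1.67), and Serpina4-ps1 without high C mock (-2.98), low C Wy (-3.53) or low CR mock (-3.14). Cyp2b9 also lost its call within the first plate, and Cyp2b9 and Hsd3b5 lost theirs with trend and robust. Of the 15 named genes, 7 lost their calls within mock arrays with the spread from all 16. With fewer arrays in the fit, 13 lost theirs with mock arrays only and 6 with Wy arrays only.

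Among the lists, genes that make cholesterol and fat rose in CR livers. Of 20 cholesterol synthesis genes 17 rose (19 adjusted over the list alone), with Pmvk at 1.72 ± 0.17, Lss at 1.69 and the sterol sensor Insig1 at 1.40. Of 22 lipogenic genes 10 rose (11 up and 1 down adjusted over the list alone), with ATP citrate lyase Acly at 1.87 ± 0.20, fatty acid synthase Fasn at 0.99 and malic enzyme Me1 at 0.87. Camera gave adjusted p = 3.81e-18 and 4.56e-08, and adjusted p = 0.217 and 0.279 with an estimated correlation. Female-biased genes rose in 7 of 11 (7 adjusted over the list alone), among them Hao2 (1.83) and Fmo2 (1.16). Male-biased genes fell in 12 of 17 (14 down and 1 up adjusted over the list alone), among them the major urinary protein Mup20 (-0.90) and Cyp2f2 (-0.62). Camera gave adjusted p = 1.64e-05 and 2.89e-08, and adjusted p = 0.217 and 0.279 with an estimated correlation.

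Lipid droplet genes went the other way in CR livers, with 6 of 19 down and 1 up (11 and 1 adjusted over the list alone; camera adjusted p = 0.000251, adjusted p = 0.279 with an estimated correlation). Fitm1, which buds lipid droplets, fell by 1.94 and Mogat1, a monoacylglycerol acyltransferase, by 1.58, and the lipase-like Pnpla3 rose by 1.58. Of the study's 12 panel genes, which are not independent evidence, Cidea (-2.87 ± 0.71, adjusted p = 0.0204; at least 7.01-fold, with 2 of 4 CR arrays under the filter), Cidec (-2.67 ± 0.61, 0.0142) and Mogat1 (0.00935) fell, and the other 9 did not pass, from Saa2 at -2.72 (adjusted p = 0.096) to the chemokine Ccl2 at 0.00 (adjusted p = 0.995). Cidea lost its call without high C mock (-2.76), high C Wy (-2.37), high CR mock (-2.69) or high CR Wy (-2.23), and Cidec without high C mock (-2.22) or high CR Wy (-2.32). Pericentral markers fell in 2 of 11 (3 adjusted over the list alone), with the ammonium transporter Rhbg at -1.22 (camera adjusted p = 0.0153, adjusted p = 0.279 with an estimated correlation). Camera but not fry called 5 more lists. MHC class II genes fell in 3 of 6 (6 adjusted over the list alone; median -1.02) and B and plasma cell markers in 2 of 8 (3 adjusted over the list alone; median -0.32), Cd79b (-0.77) and Fcrla (-0.31). Matrix genes fell in 3 of 26 and rose in 1 (5 and 1 adjusted over the list alone), NRF2 genes rose in 3 of 17 and fell in 1 (7 and 2), and PPARα-driven oxidation genes fell in 2 of 23 and rose in 1 (8 and 1). Adjusted p from camera was 0.00311, 0.0153, 0.0136, 0.00229 and 0.00598, and adjusted p = 0.647, 0.663, 0.71, 0.647 and 0.663 with an estimated correlation. Fry alone called the 2 erythroid genes (fry adjusted p = 0.00914, camera adjusted p = 0.307), of which Alas2 fell (-1.34). Adipocyte genes fell in 3 of 8 (3 adjusted over the list alone), with a median of -0.36. Neither camera (adjusted p = 0.1) nor fry (adjusted p = 0.0725) called them. Monocyte-derived macrophage markers had a median of -0.43 with 1 of 13 down (camera adjusted p = 0.126, fry adjusted p = 0.406).

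INT against CR compares lifelong restriction with a diet that alternates restriction and medium fat. INT mice were killed in an ad libitum MF week, and the paper proposes that their profiles most likely reflect that feeding. Feeding at the time of death cannot be separated from the long-term diet here. The same 6 genes of the female- and male-biased lists were among the 12 named by rule here too. Serpina4-ps1 was 67.8-fold higher in INT (6.08 ± 0.89, n = 4 mice per diet), Hsd3b5 at least 33.3-fold (5.51 ± 1.05, 3 of 4 CR arrays under the filter), Cyp4a12a 35.8-fold (5.16 ± 0.47), Cyp4a12b 5.07 ± 0.50 log2, Slco1a1 4.73 ± 0.88 and Susd4 3.38 ± 0.38. Cyp2b13 was at least 76.1-fold lower (-7.13 ± 0.56, 4 of 4 INT arrays under the filter). Slc22a26 (-4.02), Cyp2b9 (-3.79), Chrna4 (-3.50), Slc22a27 (-3.36) and Ppp1r3g (-3.07) fell in 4 of 4 matched comparisons, as the naming rule requires. Of 14275 genes 795 rose and 611 fell in limma. The share higher was 56.5%, and 41.9% (580 of 1384) after centring of each array on its median. Because both comparisons use the same 4 CR arrays, chance values of these arrays enter both.

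Lipogenic genes were lower in INT than in CR livers, with 12 of 22 down (18 adjusted over the list alone), among them Acly (-2.50), the fatty acid elongase Elovl6 (-1.63), Fasn (-1.55) and Acaca (-1.53). Cholesterol synthesis genes fell in 13 of 20 (14 adjusted over the list alone), with Pmvk at -1.68. Male-biased genes rose in 13 of 17 (15 adjusted over the list alone) and female-biased genes fell in 8 of 11 (8 adjusted over the list alone). Camera gave adjusted p = 1.15e-19, 1.15e-12, 1.37e-12 and 1.07e-08, and adjusted p = 0.0684, 0.271, 0.271 and 0.0684 with an estimated correlation. Genes of the NRF2 antioxidant response fell in 8 of 17 (9 down and 1 up adjusted over the list alone), among them the quinone reductase Nqo1 (-1.38) and the glutathione transferases Gstm3 (-1.08) and Gsta4 (-1.04). PPARα-driven oxidation genes rose in 9 of 23 and fell in 1 (14 and 1 adjusted over the list alone), with Crot at 0.56 and Acaa1a at 0.52. Camera gave adjusted p = 9.02e-06 and 8.11e-06, and adjusted p = 0.486 and 0.523 with an estimated correlation. None of the 12 panel genes passed, from Timp1 at -0.18 to Saa2 at 2.15. Within the first plate, where INT is represented by low body weight mice alone, limma called 378 genes, 166 of them higher, and Hsd3b5 (4.47) and Slco1a1 (4.27) lost their calls. Without high INT mock, on the second plate, the count was 865. Of the 12 genes named by rule, Serpina4-ps1, Slco1a1 and Cyp2b9 lost their calls within mock arrays with the spread from all 16. With fewer arrays in the fit, 9 lost theirs with mock arrays only and 2 with Wy arrays only.

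**Figure D3:**
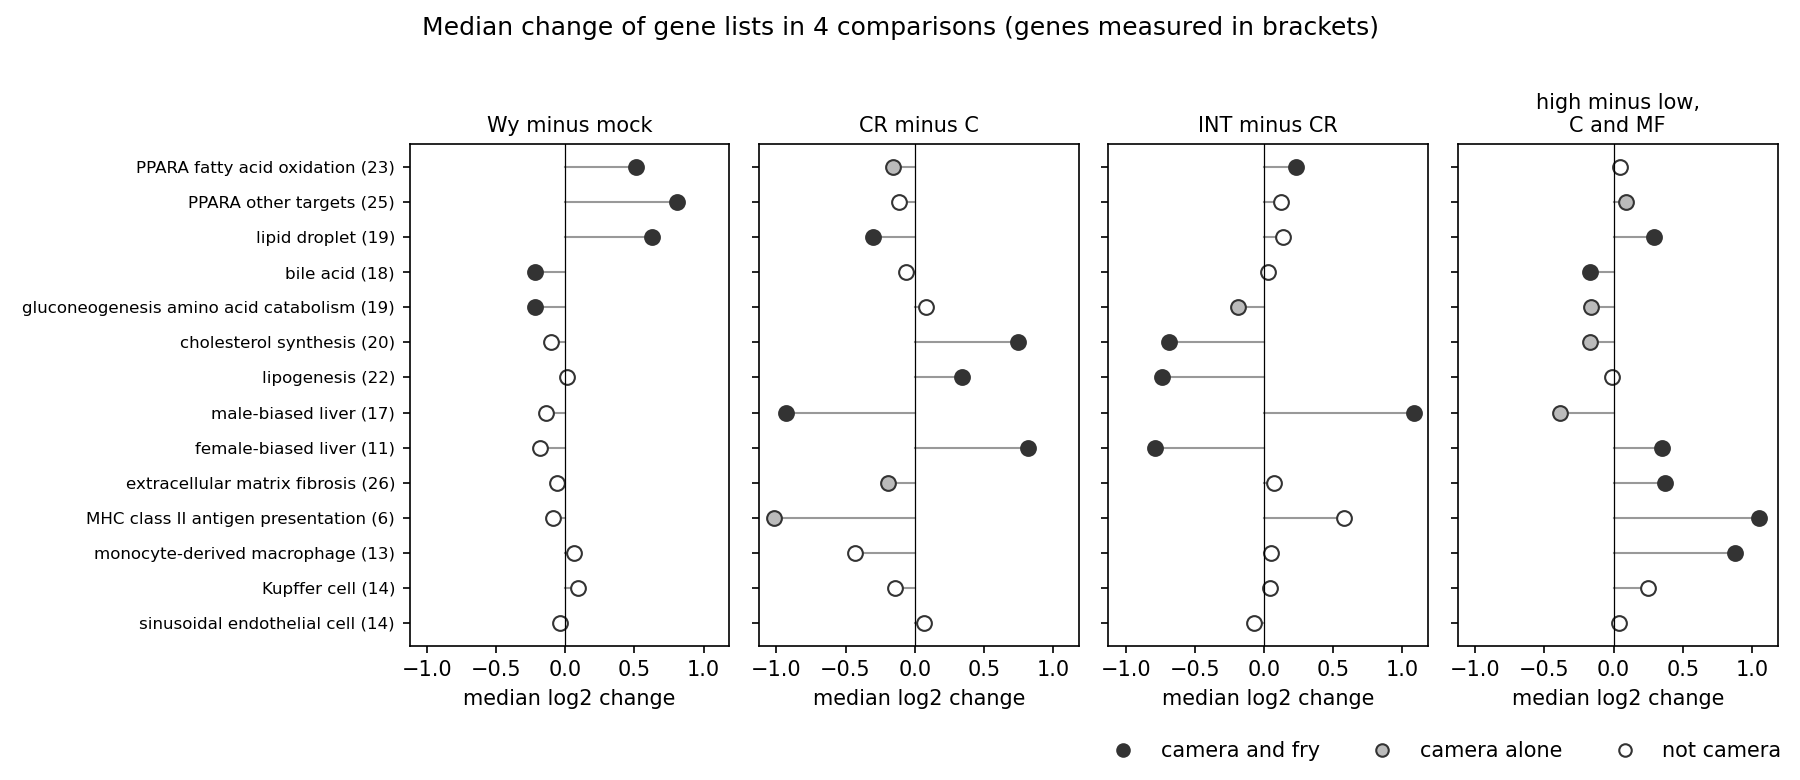
Median log2 change of the measured genes of 14 lists in 4 comparisons, with black points for lists called by camera and fry, grey for camera alone and white for lists camera did not call. Cholesterol synthesis stood at 0.75 in CR minus C and -0.69 in INT minus CR, and monocyte-derived macrophage markers at 0.88 in high minus low body weight livers of C and MF.

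CR against MF completed the contrasts with CR, with the same limit of meal timing as CR against C. Camera called 17 lists and fry 10. Cholesterol synthesis genes were higher in 16 of 20 (19 adjusted over the list alone) and lipogenic genes in 12 of 22 (13 adjusted over the list alone; camera adjusted p = 3.12e-16 and 1.44e-12, adjusted p = 0.192 for both with an estimated correlation). Male-biased genes fell in 12 of 17 (14 down and 1 up adjusted over the list alone; camera adjusted p = 2.38e-07, adjusted p = 0.421 with an estimated correlation). In all, limma called 826 genes higher and 981 lower, 45.7% higher, or 56.2% (1000 of 1778) with the arrays centred on their median. The count was 1834 within the first plate. Without 1 array it was 1057 (high CR Wy), 1115 (high MF mock) and 1181 (high MF Wy).

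Between C, MF and INT few genes could be told apart. Med12l, a Mediator complex subunit, was higher in INT than in C (0.86 ± 0.09, adjusted p = 0.0025), the only gene called of 14275 (1405 at an unadjusted p under 0.05). Its call was lost within the first plate (0.87, 0 genes called). With the arrays centred on their median INT minus C gave 6 genes, 2 of them higher. Without 1 array it gave 16 (high CR Wy), 9 (low MF mock), 5 (low CR Wy), 4 (low CR mock), 3 (high INT mock) and 2 (high C Wy, low C Wy and low INT mock). MF minus C gave 0 genes in limma (628 at an unadjusted p under 0.05), and the smallest p belonged to Golm2 (0.30), Iigp1 (0.36), Lrig2 (0.36), Bmp7 (-0.44), Noct (-0.53) and Tnrc6c (-0.24). INT minus MF gave 0 as well (1629 at an unadjusted p under 0.05, smallest adjusted p = 0.352), with Hirip3 (0.59, 3 of 4 MF arrays under the filter), Med12l (0.50), Zfp830 (0.49), Gbe1 (-0.35), Mthfd2 (-0.46) and Atp6v0d2 (-1.03) first, and 1 gene without low MF mock. The Hirip3 value is not exact, and it was 0.23 with values raised to the filter. In these contrasts camera called 6 lists for MF minus C, 13 for INT minus C and 17 for INT minus MF, while fry and camera with an estimated correlation called 0. In INT minus C lipogenic genes had 0 of 22 called (14 down adjusted over the list alone; median -0.36, camera adjusted p = 6.71e-14, adjusted p = 0.373 with an estimated correlation). None of the 12 panel genes passed in any of the 3, with Cidea at -2.77 in INT minus C and -2.92 in INT minus MF, where 3 of 4 INT arrays lay under the filter, so that these values are not exact (-2.54 and -2.70 with values raised to the filter).

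High against low body weight asks how the livers of heavy mice differ from those of light mice on the same diet. In C and MF, 6 of 19 lipid droplet, 12 of 26 matrix and 9 of 13 macrophage genes were called higher in heavy mice. Camera called these lists, but not with an estimated correlation (adjusted p = 0.169 for each). Cidea, which fuses lipid droplets, was 10.9-fold higher (3.44 ± 0.39, n = 4 high and 4 low mice), as was Cyp2b9 (3.44 ± 0.30), and the acute phase protein gene Orm3 was 6.46-fold higher (2.69 ± 0.32). Mmp12, a macrophage metalloelastase (2.29 ± 0.42), Sprr1a (2.25 ± 0.51) and Ly6d (2.24 ± 0.48) rose too. Hsd3b5 fell at least 22.7-fold (-4.77 ± 0.66, 2 of 4 high arrays under the filter), followed by Adgrf1 (-2.65 ± 0.38), the transporter Slc22a7 (-1.78 ± 0.18), the leptin receptor Lepr (-1.33 ± 0.27), Susd4 (-1.32 ± 0.36) and Igfbp2, an insulin-like growth factor binding protein (-1.31 ± 0.11). These 12 went the same way in 4 of 4 high-low comparisons, as the naming rule requires, with adjusted p from limma between 0.000554 and 0.0493. Of the panel genes Cidea, Mogat1 (1.68 ± 0.22, adjusted p = 0.00269), Cidec (2.08 ± 0.54, 0.0415), the metalloproteinase inhibitor Timp1 (1.08 ± 0.10, 0.000814; 3 of 4 low arrays under the filter), the chemokine Ccl3 (1.05 ± 0.24, 0.0253) and the macrophage marker Cd68 (0.76 ± 0.17, 0.0241) rose, which is not independent evidence. The other 6 did not pass, from Fgf21 at 0.26 to Lcn2 at 1.68. Of 14275 genes 667 rose and 388 fell, and 1144 were called within the first plate. By diet, limma called 21 genes in C and 577 in MF, and the difference between these diets was not tested.

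Among the lists, matrix genes rose in 12 of 26 (22 adjusted over the list alone) in heavy C and MF mice, with Dpt at 0.71, the collagen Col1a1 at 0.55 and Col14a1 at 0.37. Markers of monocyte-derived macrophages rose in 9 of 13 (13 adjusted over the list alone), with Itgax at 1.23, the chemokine receptor Ccr2 at 1.07 ± 0.11 and Trem2 at 0.88. MHC class II genes rose in 6 of 6 (6 adjusted over the list alone), interferon-induced genes in 5 of 18 (12 adjusted over the list alone), NRF2 genes in 6 of 17 (10 adjusted over the list alone) and lipid droplet genes in 6 of 19 (8 adjusted over the list alone), with Plin4 at 1.64, Plin3 at 0.71 and, in the NRF2 list, Ugdh at 0.71. Camera gave adjusted p = 6.64e-15, 1.54e-11, 2.36e-06, 2.30e-07, 9.92e-07 and 1.09e-05 in that order, and adjusted p = 0.169, 0.169, 0.201, 0.251, 0.201 and 0.169 with an estimated correlation. Adipocyte genes moved with these groups, with 3 of 8 up (3 adjusted over the list alone; median 0.64, camera adjusted p = 0.00705, adjusted p = 0.201 with an estimated correlation), among them the fat cell regulator Pparg (1.03), whereas sinusoidal endothelial markers had a median of 0.04 with 2 of 14 up. Resident Kupffer cell markers were not called as a list (1 up, C1qb, and 2 down, C6 and Timd4, of 14).

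The count in heavy C and MF mice leans on single arrays. It was 1055 with all arrays, and 182 (low MF mock), 284 (low C Wy), 310 (high C mock), 325 (high MF mock), 353 (low C mock) and 568 (high C Wy) without the array named. Array weights gave 1779 genes. Mmp12 lost its call without high MF mock (1.96) or low MF mock (2.11). Sprr1a (1.64 to 2.37) and Cd68 (0.56 to 0.76) lost it without high or low C mock, high or low MF mock, or low C Wy, and Ccl3 (0.82 to 1.16) without these or low MF Wy. Ly6d (1.96 to 2.38) lost it without high or low C mock, low C Wy or low MF mock, and Lepr (-1.38 to -1.14) without high C Wy, low C mock, or high or low MF mock. Cidec (1.49 to 2.17) lost it without high or low C mock, high or low MF mock, low C Wy, or any high CR or INT array, and Susd4 (-1.42 to -1) without any INT, C or MF array but high MF Wy. Low MF mock was among the arrays in each of these 8. Susd4 and Cidec also lost their calls with diet and treatment as a block, and within the first plate. Sprr1a, Ly6d, Susd4 and Cidec lost theirs with trend and robust. Susd4 lost its call with centred arrays, with cyclic loess and without a filter too. With mock arrays only, 8 of the 17 named genes lost their calls.

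In CR and INT, limma called 0 genes between high and low body weight (679 at an unadjusted p under 0.05, smallest adjusted p = 0.968), and over all diets 0 as well (2000 at an unadjusted p under 0.05, smallest adjusted p = 0.146). Camera called 9 lists in CR and INT and 21 over all diets, fry 0 and 1, and camera with an estimated correlation 0 and 0. Without 1 array CR and INT gave 5 (low CR Wy), 2 (low INT mock) and 1 (high INT mock), and all diets 19 (low CR mock) and 4 (high CR Wy). With each diet taken alone, limma called 0 genes in CR (499 at an unadjusted p under 0.05) and 0 in INT (1105). The CR arrays were all on the first plate. High and low INT mice were on different plates, so body weight in INT cannot be separated from plate in these tests. The difference of the body weight effects itself was tested, with the same limit. High and low are classes within each diet, and the labels give no weights. The paper describes strong heterogeneity of body weight in C and MF, but very little in CR and INT. High and low mice may therefore differ less in weight in CR and INT than in C and MF. Anxa2, a membrane-binding protein, was 1.71 higher in heavy C and MF mice and -0.05 in heavy CR and INT mice, a difference of 1.75 ± 0.14 (adjusted p = 0.000495). Cidea differed by 3.13 ± 0.55 (adjusted p = 0.0378), but 5 of 8 CR and INT arrays lay under the filter, so its body weight effect there is not resolved. Cyp2b9 differed by 2.24 ± 0.42 (3.44 against 1.20), Timp1 by 1.18 ± 0.15 (adjusted p = 0.0156; under the filter on 3 of 8 arrays on each side) and Plin4 by 1.72. Slc22a7 differed by -2.15 ± 0.25 (adjusted p = 0.0135) and Igfbp2 by -1.11. In all the difference, C and MF minus CR and INT, was positive for 108 genes and negative for 14 (2012 at an unadjusted p under 0.05). Without 1 array the count ran from 2 (high CR mock) to 279 (high MF Wy), and it was 3 (low C mock), 9 (high C mock and low C Wy), 13 (low CR mock), 15 (high MF mock), 17 (low MF mock), 44 (low INT Wy), 47 (high INT Wy and low CR Wy), 49 (high C Wy), 56 (low INT mock), 74 (high INT mock) and 252 (high CR Wy). Of the 13 genes named by rule, Anxa2 alone kept its call without each array, while Slc22a7 lost it without high CR mock (-2.05) and Timp1 without high CR mock (1.16) or low C mock (1.15). Cidea lost it without any of 11 arrays (2.79 to 3.46), Cyp2b9 of 12 (2.08 to 2.41), Plin4 of 10 (1.52 to 1.83) and Igfbp2 of 6 (-1.16 to -0.99). With diet and treatment as a block 5 genes were called, and of the 13 named genes Anxa2 and Cidea kept their calls and 11 lost them. Cidea (adjusted p = 0.0703) and Cyp2b9 (0.0876) lost theirs with trend and robust, Cyp2b9 also at an intensity filter of 100 (0.0511), Hhip without a filter (0.0512), and all 13 with mock arrays only. Monocyte-derived macrophage markers had 3 of 13 called higher (11 adjusted over the list alone; camera adjusted p = 1.92e-12, adjusted p = 0.213 with an estimated correlation). Adipocyte genes had 1 of 8 called higher (2 adjusted over the list alone; median 0.39, camera adjusted p = 0.0273, adjusted p = 0.245 with an estimated correlation) and Kupffer cell markers 0 of 14 (7 higher adjusted over the list alone; median 0.46, camera adjusted p = 0.00140, adjusted p = 0.400 with an estimated correlation). Part of the Kupffer cell difference lay in CR and INT, where the markers had 0 of 14 called and a median of -0.27 (camera adjusted p = 5.71e-07, adjusted p = 0.717 with an estimated correlation), against 0.25 in C and MF.

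The profiles of INT livers were set against the other diets as a whole, a comparison for which no test was run. Mock INT livers differed from mock CR livers by a root-mean-square of 0.385 log2 (SD 0.023, 4 pairs of arrays) and from low body weight C and MF livers by 0.217 (SD 0.0045, 4 pairs), a difference of 0.168. From high body weight C and MF livers they differed by 0.350. The nearest mock array to high INT was low C (0.218), and to low INT it was low MF (0.212). In Wy livers the distances were 0.354 to CR and 0.245 to low body weight C and MF, a difference of 0.110.

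**Figure D4:**
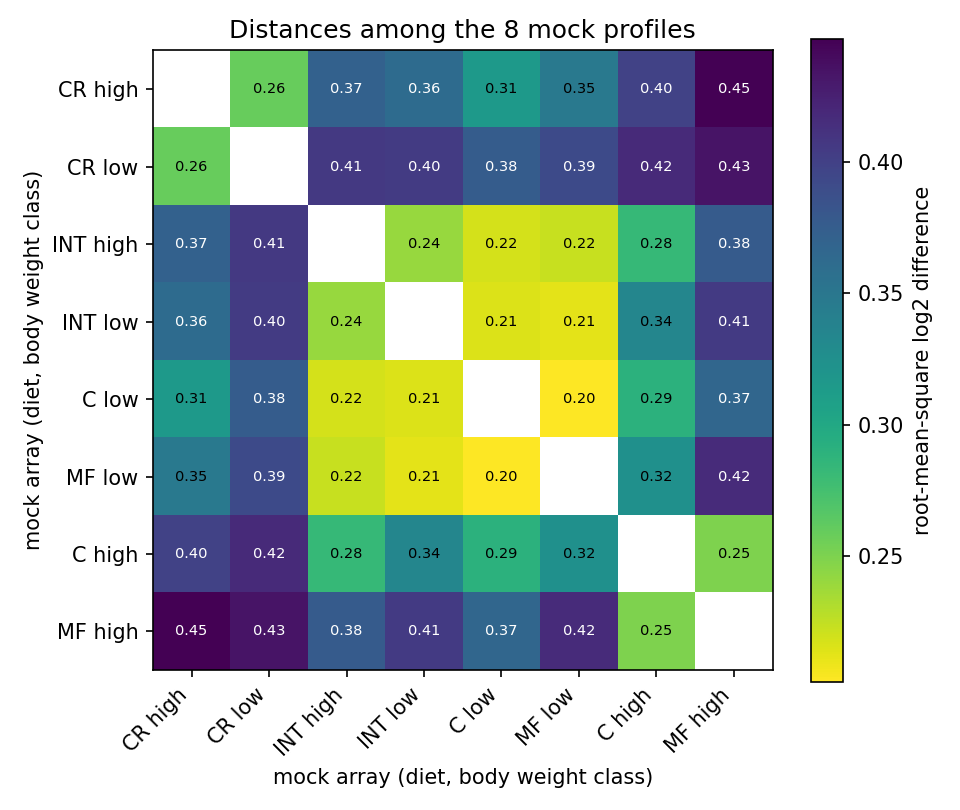
Root-mean-square log2 difference over 14275 genes between each pair of the 8 mock arrays, darker for larger distances. INT arrays lay at 0.217 on average from low body weight C and MF arrays and at 0.385 from CR arrays.

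Genes of INT livers were then compared with C and MF livers by body weight class, a contrast chosen after the data were seen. The INT mice of high body weight were on the second plate and all C and MF mice on the first. No fit that takes plate into account is given here, so plate may contribute. The C and MF arrays also enter the body weight comparison in C and MF, so chance values of these arrays enter both. Against heavy C and MF mice, INT livers had 548 genes higher and 795 lower in limma, with Hsd3b5 at least 19.6-fold higher (4.56 ± 0.66, 2 of 4 heavy mice under the filter) and Cidea at least 20.3-fold lower (-4.57 ± 0.39, 3 of 4 INT arrays under the filter). Orm3 (-3.40), Orm2 (-2.54) and Gpnmb, a marker of lipid-laden macrophages (-2.32), were lower as well. Macrophage markers fell in 8 of 13 (11 adjusted over the list alone; camera adjusted p = 8.72e-09, adjusted p = 0.239 with an estimated correlation) and matrix genes in 13 of 26 (19 adjusted over the list alone; camera adjusted p = 1.88e-11, adjusted p = 0.214 with an estimated correlation). Adipocyte genes moved with them, with 2 of 8 down (3 adjusted over the list alone; median -0.47, camera adjusted p = 0.0123, adjusted p = 0.310 with an estimated correlation). Without 1 array the count was 412 (high C mock), 568 (high MF mock), 713 (low INT mock), 722 (low INT Wy) and 757 (high C Wy). Against light C and MF mice limma called 0 genes (747 at an unadjusted p under 0.05), and the smallest p belonged to Med12l (0.48), Csad (1.19), Golm2 (0.36), Atp6v0d2 (-1.13), Cpm (-0.54) and Lhpp (-0.45). Camera called 7 lists here and fry 0. The first were lipogenesis (0 of 22 called, 6 down adjusted over the list alone; median -0.23), PPARα-driven oxidation (0 of 23; 0.13), gluconeogenesis and amino acid breakdown (0 of 19; -0.13) and interferon-induced genes (0 of 18; 0.18). Their camera adjusted p was 4.00e-13, 7.77e-07, 6.28e-05 and 0.00106, with adjusted p = 0.369, 0.763, 0.763 and 0.763 with an estimated correlation.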

Values the study reported

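The study reports that the expression of 4 lipid droplet genes in liver correlated with body weight with r = 0.63–0.74, that of its inflammation and fibrosis genes with r = 0.48–0.59, and that of its macrophage and monocyte genes with r = 0.39–0.49. It gives a correlation of hepatic triglycerides with body weight of r = 0.83 and with liver weight of r = 0.91. For the energy intake of INT mice it gives 87.9% of that of C mice, with 20.5% of energy from fat against 9% in C. Its array work covered mock-treated mice, 7 each of C, MF and INT and 6 of CR, and kept 14 758 genes after its filter.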

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

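The plate test and the exchange within diet for the PPARα response, the second tests for adipose tissue and blood and all counts of regroupings were chosen after the results were seen; the other tests were fixed before. Among 98 groups of 4 or 8 matched differences, 7 held a value far from the others, and chance alone gives about 1 in 20. For Wy minus mock, Acot1 was 1.99 log2 in the high INT pair and 3.02 to 3.86 in the other 7. For CR minus C, Cyp2b13 was 5.37 in the high mock comparison (6.84 to 7.09 in the others), Cyp4a12b -7.49 in low mock (-4.60 to -4.13), Serpina4-ps1 -1.85 in high Wy (-4.38 to -4.13) and Fgf21 0.03 in low mock (-0.73 to -0.70). For Cyp2b13, 3 of 4 C arrays lay under the filter, so its differences are not exact and its outlier is not resolved. For INT minus CR, Slc22a27 was -3.85 in low mock (-3.25 to -3.14) and Cidea 1.3 in high Wy (-0.37 to -0.17), where 3 of 4 INT and 2 of 4 CR arrays lay under the filter, so most of these Cidea values are differences at the floor. Outside the named genes, 167 of 1279 clusters with several genes and 601 of 8381 clusters not in the annotation passed the limma test of Wy against mock.

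Some effects differed between groups by a test of the difference, with calls that depend on the fit. The body weight effect of C and MF differed from that of CR and INT for 122 genes, and for 5 with diet and treatment as a block. In INT the body weight effect cannot be separated from plate. The paper describes very little variation of body weight in CR and INT, so high and low mice may differ less in weight there. Among the 13 genes named by rule, of which Anxa2 and Cidea kept their calls with the block, the differences were Cidea 3.13 (at the floor in CR and INT), Cyp2b9 2.24, Gprc5b 2.04, Anxa2 1.75, Plin4 1.72, Mtmr11 1.58, Timp1 1.18 (under the filter on 3 of 8 arrays on each side), Scnn1a -1.03, Hhip -1.10, Igfbp2 -1.11, Grm8 -1.20 (under it on as many), Trhde -1.40 and Slc22a7 -2.15 log2. The Wy effect on Slc1a4 in CR minus that in C was -2.12. The response of the PPARα lists at high minus low body weight was -0.24 (exact p = 0.0286, and 0.125 with exchange within diet).

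The first pattern weighed is the shift of CR livers toward a female liver profile, with male-biased genes lower and female-biased genes higher. If CR arrays came from female mice, Y-linked genes would be low, but the lowest CR mean of 3 Y-linked genes was 0.12 log2 above the lowest of the other arrays, and the highest Xist value in CR (3.45) was below that of the others (3.84). This argues against a mix-up of sexes. Calorie restriction may have changed these genes, but this stays open, as what carries the change was not tested. Some such changes were also seen outside CR. Heavy C and MF mice had Hsd3b5 at -4.77 (not exact, 2 of 4 high arrays under the filter) and Cyp2b9 at 3.44 against light mice. There 2 of 17 male-biased genes fell and 4 of 11 female-biased genes rose, against 12 of 17 and 7 of 11 in CR minus C.

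The second pattern is the higher expression of macrophage and other immune genes in heavy C and MF mice. A lower share of hepatocyte RNA would raise endothelial markers as well, but the macrophage median exceeded the endothelial median by 0.84. The 95% bootstrap interval, drawn over genes, was 0.35 to 1.07 and does not measure the spread between mice. With that limit, the gap argues against a lower hepatocyte share as the whole cause. The planned test for residual blood had 2 erythroid genes (median -0.18; Alas2 fell, -0.45), too few to tell, but the mean of 4 clusters of adult haemoglobin genes had an upper bound of 0.38, below 0.44, the level set from the macrophage median, which argues against blood as the whole cause. Adhering adipose tissue stays open, since 5 adipocyte genes outside the droplet lists had a median of 0.99 (interval over genes 0.02 to 1.03). Of these, Lpl, Pparg and Fabp4 are also expressed by liver and macrophages, and Fabp4 (0.99), Retn (0.10) and Car3 (0.02) did not pass. Plin1, above the filter on 16 arrays, did not rise (-0.07, SE 0.06), but Adipoq (0.21, SE 0.06) exceeded it on 0 arrays and Lep on 2, so their highest upper bound of 0.33 cannot exclude it.

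The third pattern is the smaller response of the PPARα targets to Wy at high body weight. A weaker response of all Wy genes would lower their high-to-low ratio as much. The ratio was 0.918 over 3999 other called genes against 0.756 for the lists. The gap was small in C (0.97 against 0.927) and MF (0.674 against 0.606). It was larger in CR (1.02 against 0.779) and INT (1.01 against 0.713). The other genes were chosen by their call for Wy in these same pairs, which favours an even response. The lists were fixed beforehand, so the gap cannot decide on this explanation. The plate of the high INT pair is argued against by the difference without the INT pairs, -0.24. A higher starting level may account for the pattern, because the lists were 0.24 log2 higher (SE 0.034, n = 4 diets) in high than in low body weight mock livers and differed by 0.00 in Wy livers. As the same mock arrays enter the response and the starting level, chance in these arrays would give both.

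Each count of genes was set against regroupings of the same arrays. Only the real grouping gave as many genes for Wy (1 of 100 regroupings, 4038 genes, highest other 347) and CR minus C (1 of 35, 1501, highest other 0). The same held for INT minus CR (1 of 35, 1406, highest other 47) and CR minus MF (1 of 35, 1807, highest other 47). It also held for body weight in C and MF (1 of 34, 966 with 1 body weight term for both diets, highest other 1). For the difference of the body weight effects it was 1 of 35 too (8 genes, highest other 0). That fit had diet and treatment as a block and 1 body weight term per pair of diets. With a term per diet 5 genes were called, and 122 without the block. INT minus high body weight C and MF also gave 1 of 35 (1094 in a fit with INT and heavy C and MF mice as 1 group each, highest other 1). The regroupings do not allow for the choice of this contrast after the data were seen. These counts argue against chance but cannot exclude it. With 35 regroupings the smallest share is 0.0286, and shares were not adjusted over the comparisons. The count for INT minus C (3 of 35, 1 gene, highest other 1) does not argue against chance. Where 0 genes were called every regrouping gives as many, so these counts do not bear on chance: MF minus C (35 of 35; 0, highest other 136), INT minus MF (35 of 35; 0, highest other 21), body weight over all diets (100 of 100; 0, highest other 42) and body weight in CR and INT (34 of 34; 0, highest other 14). The same holds for Wy by body weight (35 of 35; 0, highest other 2), Wy by diet (100 of 100; 0, highest other 4) and INT minus low body weight C and MF (35 of 35; 0, highest other 4). The 136 genes came from the split of the C and MF arrays into high and low body weight, a structure of these samples other than diet, and the other 33 splits gave 0. The 47 genes in the regroupings of INT minus CR came from the split of the INT and CR arrays into high and low body weight. For INT this split also follows plate.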

How the results depend on the processing

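All clusters, the mean over the clusters of a gene, fry, the exchange within diet and the comparisons of INT by body weight class were chosen after the data were seen. Beyond the arrays left out, named genes kept direction and side of the threshold in 2528 alternatives, fell short in 305, newly passed in 4 and reversed in 3. Of 72 list calls 51 held under all alternatives of scaling, filter, model and arrays, and none held with an estimated correlation. Why a result changed under an alternative was not tested. Differences near the floor of the arrays cannot be resolved. Without the second plate, body weight in CR and INT and its difference from C and MF could not be fitted. No such fit is given for INT against C and MF by body weight class.

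INT minus C (1 gene) gave 4 at an intensity filter of 100, 6 with centred arrays, 5 with trend and robust, 10 with array weights, 9 with a replicate block, and 0 without the second plate, with plate as a term, with mock arrays only and within mock arrays. The difference of the body weight effects (122) gave 46 at a filter of 100, 5 with a block, 3 with mock arrays only and 6 over all clusters. Body weight in C and MF (1055) gave 1779 with array weights and 49 with mock arrays only. INT minus CR (1406) gave 378 without the second plate, 336 with plate as a term, 66 with mock, 142 with Wy arrays only and 490 within mock arrays. CR minus C (1501) gave 9, 133 and 297, and CR minus MF (1807) 10, 197 and 238, with mock arrays only, Wy arrays only and within mock arrays; fewer arrays were used in the first 2. Counts of 0 became 1 for body weight over all diets without a filter, 1 for diet by Wy without the second plate, 1 for INT minus MF with a block, and 4 over all clusters for body weight in CR and INT and for INT minus low body weight C and MF. The PPARα difference was -0.18 for the oxidation list (exact p = 0.0571), -0.30 for the other targets (0.0571), -0.24 without the INT pairs (0.1), -0.24 with exchange within diet (0.125), -0.23 centred (0.0857) and -0.24 with cyclic loess (0.0571). The distance difference was 0.141 without a filter, 0.216 at a filter of 100, 1.03 over 250 genes, 0.671 as 1 minus Pearson correlation and 0.11 in Wy arrays. In CR minus C, Ccl2 (0.00) was -0.22 in mock arrays by both fits and -0.02, -0.07 and -0.23 without low C mock, low C Wy and low CR Wy. Ccl3 (-0.19) was 0.39 in Wy arrays and 0.13 without high CR mock, against -0.51 without low CR Wy. The cell cycle median of the difference of the body weight effects was -0.01 at a filter of 100.

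Without 1 array at a time, counts ran from 3391 to 3971 for Wy, 884 to 1601 for CR minus C, 1057 to 1975 for CR minus MF, 865 to 1459 for INT minus CR, 1 to 16 for INT minus C, 0 to 1 for INT minus MF and 0 to 0 for MF minus C. For body weight they ran from 0 to 19 over all diets, 182 to 1144 in C and MF, 0 to 5 in CR and INT and 2 to 279 for the difference. Wy by diet ran from 0 to 2, by CR 0 to 5, by INT 0 to 1, by MF and by body weight 0 to 0, INT minus high C and MF 412 to 1429 and minus low 0 to 1. The PPARα difference ran from -0.29 to -0.19 and the distance difference from 0.149 to 0.188.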

Other observations

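The tests of fry were chosen after the data were seen. Further groups were called by camera in heavy C and MF mice. Immediate early genes rose in 2 of 14 (4 adjusted over the list alone), Klf6 by 1.13 and Btg2 by 1.08, and T and NK cell markers in 2 of 10 (6 adjusted over the list alone), Ccl5 by 1.03 and Gzmk by 0.36 (camera adjusted p = 0.000401 and 0.000477, adjusted p = 0.245 and 0.246 with an estimated correlation). Female-biased genes rose in 4 of 11 (5 adjusted over the list alone), and of 18 bile acid genes 1 fell (2 adjusted over the list alone; camera adjusted p = 0.000477 and 0.000255, adjusted p = 0.171 and 0.201 with an estimated correlation). Camera but not fry called cell cycle genes, of which 4 of 20 rose (7 up and 1 down adjusted over the list alone), Mki67 by 0.90 and Ccnb2 by 0.75, and acute phase genes, of which 2 of 24 rose (7 adjusted over the list alone), Orm3 and Orm2 (2.22), with adjusted p = 0.000255 and 2.72e-05 (adjusted p = 0.346 and 0.428 with an estimated correlation). It also called male-biased genes, with 2 of 17 down (3 adjusted over the list alone; median -0.39), gluconeogenesis and amino acid breakdown, with 2 of 19 down (2; -0.16), cholesterol synthesis, with 1 of 20 down (1; -0.17), other PPARα targets, with 1 of 25 up (1; 0.09), and stellate cell markers, with 0 of 14 called (3 up and 1 down adjusted over the list alone; 0.14). For these lists camera gave adjusted p = 0.000373, 0.00710, 0.00739, 0.0371 and 0.0382, and adjusted p = 0.390, 0.428, 0.448, 0.467 and 0.467 with an estimated correlation. Fry alone called circadian clock genes, of which 3 of 15 fell (fry adjusted p = 0.0119, camera adjusted p = 0.0522). Without 1 array Btg2, Ccl5, Gzmk, Mki67 and Ccnb2 each lost the call, with low MF mock among the arrays in each (0.96, 0.95, 0.41, 0.79 and 0.63 without it).

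In INT minus CR, 8 of 19 genes of gluconeogenesis and amino acid breakdown fell and 1 rose (9 and 1 adjusted over the list alone), with Ppargc1a at -1.71, Got1 at -1.21 and Tat at -0.76, and Pcx up at 0.34 (camera adjusted p = 0.00934, adjusted p = 0.641 with an estimated correlation, fry adjusted p = 0.0935). Camera but not fry also called stellate cell markers, of which 1 of 14 rose (2 adjusted over the list alone). Camera gave them adjusted p = 0.0428, and adjusted p = 0.641 with an estimated correlation. Fry alone called erythroid, pericentral and periportal genes (fry adjusted p = 0.00734, 0.0195 and 0.0332, camera adjusted p = 0.303, 0.0856 and 0.0893). In the 4 comparisons of Wy, CR minus C, INT minus CR and body weight in C and MF, camera called 0 times the lists of CAR and PXR targets, ER stress, Kupffer cells, neutrophils, cholangiocytes, sinusoidal endothelium, erythroid cells and pancreas. Cholangiocyte and pancreas genes had 0 members called in limma over these 4. Median, mean and test differed in sign for lists that were not called, namely acute phase, cell cycle and macrophage genes with Wy, CAR and PXR and immediate early genes in CR minus C, immediate early, macrophage and pancreas genes and the study's macrophage panel in INT minus CR, and B cell, CAR and PXR and PPARα oxidation genes in the difference of the body weight effects.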
